# Loss of the Spinocerebellar Ataxia type 3 disease protein ATXN3 alters transcription of multiple signal transduction pathways

**DOI:** 10.1371/journal.pone.0204438

**Published:** 2018-09-19

**Authors:** Li Zeng, Dapeng Zhang, Hayley S. McLoughlin, Annie J. Zalon, L. Aravind, Henry L. Paulson

## Abstract

Spinocerebellar ataxia type 3 (SCA3) is a dominantly inherited neurodegenerative disorder caused by a polyglutamine-encoding CAG repeat expansion in the *ATXN3* gene which encodes the deubiquitinating enzyme, ATXN3. Several mechanisms have been proposed to explain the pathogenic role of mutant, polyQ-expanded ATXN3 in SCA3 including disease protein aggregation, impairment of ubiquitin-proteasomal degradation and transcriptional dysregulation. A better understanding of the normal functions of this protein may shed light on SCA3 disease pathogenesis. To assess the potential normal role of ATXN3 in regulating gene expression, we compared transcriptional profiles in WT versus *Atxn3* null mouse embryonic fibroblasts. Differentially expressed genes in the absence of ATXN3 contribute to multiple signal transduction pathways, suggesting a status switch of signaling pathways including depressed Wnt and BMP4 pathways and elevated growth factor pathways such as Prolactin, TGF-β, and Ephrin pathways. The Eph receptor A3 (*Efna3*), a receptor protein-tyrosine kinase in the Ephrin pathway that is highly expressed in the nervous system, was the most differentially upregulated gene in *Atxn3* null MEFs. This increased expression of *Efna3* was recapitulated in *Atxn3* knockout mouse brainstem, a selectively vulnerable brain region in SCA3. Overexpression of normal or expanded ATXN3 was sufficient to repress *Efna3* expression, supporting a role for ATXN3 in regulating Ephrin signaling. We further show that, in the absence of ATXN3, *Efna3* upregulation is associated with hyperacetylation of histones H3 and H4 at the *Efna3* promoter, which in turn is induced by decreased levels of HDAC3 and NCoR in ATXN3 null cells. Together, these results reveal a normal role for ATXN3 in transcriptional regulation of multiple signaling pathways of potential relevance to disease processes in SCA3.

## Introduction

Spinocerebellar ataxia type 3 (SCA3) is one of nine polyglutamine (polyQ) neurodegenerative diseases caused by an abnormally long polyQ tract in the disease protein, which in SCA3 is ATXN3 [1]. PolyQ diseases are age-related, progressive disorders that typically first manifest in midlife, leading to death 15–30 years later [2–5]. A common neuropathological hallmark in SCA3 and other polyglutamine diseases is the accumulation of ubiquitin-positive nuclear inclusions in neurons [6, 7]. *Atxn3* null mice or *C*. *elegans* do not display obvious neurodegeneration, suggesting that a dominant gain-of-function, rather than a loss-of-function, mechanism principally drives SCA3 pathology, and that normal functions of ATXN3 are not essential [8, 9]. It remains possible, however, that polyQ expansion alters normal functional properties of the disease protein that contribute to the disease process. Many polyQ disease proteins participate in transcription [10], with disease-causing expansions disrupting normal transcriptional profiles in the nervous system. Here we sought to learn more about the potential normal role of ATXN3 in transcriptional regulation.

ATXN3 is a deubiquitinase implicated in multiple aspects of protein quality control associated with the ubiquitin-proteasome system of protein degradation. Its known activities include regulating the action of E3 ligases, participating in proteasomal substrate delivery by interacting with shuttle proteins, and regulating aggresome formation [5, 11–15]. An additional role for ATXN3 in transcriptional regulation is suggested by the ability of ATXN3 to bind DNA and cooperate with transcriptional regulators including CBP, P300, PCAF, TBP, HDAC3, HDAC6 and NCoR [16–20]. In SCA3 disease, polyQ-expanded ATXN3 leads to global transcriptional dysfunction [21–24]. Transcriptome analysis in cerebella from transgenic mice expressing expanded ATXN3 exhibited downregulation of genes involved in glutamatergic neurotransmission, intracellular calcium signaling/mobilization of MAP kinase pathways, GABA_A/B_ receptor subunits, heat shock proteins and transcription factors regulating neuronal survival and differentiation [21]. Conversely, inflammatory related genes and neuronal cell apoptosis related genes are upregulated in expanded ATXN3-expressing cell lines and brain tissue [21–24].

However, whether ATXN3 loss-of-function contributes to SCA3 transcriptional dysfunction is still unknown. To address this hypothesis, we performed oligonucleotide microarray analyses on *Atxn3* wildtype (*Atxn3*-WT) and *Atxn3* knockout (*Atxn3*-KO) mouse embryonic fibroblasts (MEFs). The data show that loss of Atxn3 perturbs the gene expression of several key signaling pathways including Wnt, Prolactin/IL6, TGF-β/BMP4 and Ephrin pathways and cytoskeleton. The most robustly increased transcript was Ephrin-A3 (*Efna3*) which belongs to the family of Ephrins that function in signaling between neurons and have been implicated in Alzheimer’s Disease, amyotrophic lateral sclerosis, and other neurological disorders [25, 26]. Therefore, we chose *Efna3* to investigate further the possible mechanism of gene upregulation occurring in the absence of ATXN3. In *Atxn3*-KO MEFs, increases in the histone deacetylases HDAC3 and NCoR were associated with hyperacetylation of histone H3 and H4 at the *Efna3* promoter, leading to increased *Efna3* transcriptional activity.

## Materials and methods

### Animals

All animal procedures were approved by the University of Michigan Institutional Animal Care and Use Committee and conducted in accordance with the U.S. Public Health Service’s Policy on Humane Care and Use of Laboratory Animals. Genotyping was performed using tail biopsy DNA isolated prior to weaning and confirmed postmortem, as previously described [27]. Atxn3-KO and WT littermate mice, previously described, were sex-and age-matched for each study. Mouse embryonic fibroblasts (MEFs) were isolated as previously described [28]. For biochemical brainstem analysis, animals were euthanized with a lethal dose of ketamine-xylazine and PBS-perfused at 8 weeks of age and tissue was macrodissected for biochemical assessments, as previously described [29].

### Cell culture and treatment

The MEFs from both *Atxn3*-WT and *Atxn3*-KO mice [27] were maintained in DMEM with 10% FBS, 1% Non-essential Amino Acids solution and 1% penicillin/streptomycin at 37° C and 5% CO2. Where needed, cells were treated with Trichostatin A (1μM; Calbiochem), Apicidin (0.1μg/ml; Sigma-Aldrich) or DMSO (Sigma-Aldrich).

### RNA isolation

According to the manufacturer’s protocol, RNA was isolated using RNeasy mini Kits (Qiagen, Valencia, CA) from three biological replicates of *Atxn3*-WT and *Atxn3*-KO MEFs and from five 8-week-old *Atxn3*-KO and *Atxn3*-WT PBS-perfused brainstem extracts, as previously described [29]. Total RNA was quantified on a NanoDrop spectrophotometer, followed by RNA quality assessment on an Agilent 2100 bioanalyzer (Agilent, Palo Alto, CA, USA) for MEF samples and quantitative RT-PCR MEF and brainstem samples.

### Oligonucleotide microarray hybridization and data analysis

For microarray analysis, 10 μg of total RNA in triplicate from *Atxn3*-WT and *Atxn3*-KO samples were submitted to the core facility at University of Michigan. GeneChip mouse genome 430 2.0 arrays (Affymetrix) was used for gene expression analysis of both *Atxn3*-WT and *Atxn3*-KO MEFs. These oligonucleotide arrays contain about 45,101 probe sets of which 37,400 are mouse genes. The detailed array platform information is found at the Affymetrix website (http://www.affymetrix.com/support/technical/libraryfilesmain.affx). Microarray hybridization and image scanning were performed according to the manufacturer’s standard protocols.

Array data was analyzed using the affy, affyPLM, limma packages of the Bioconductor software project implemented in the R statistical environment. Data was normalized with a robust multi-array average (RMA) approach [30]. A weighted linear model was used to detect expression differences between *Atxn3*-WT and *Atxn3*-KO samples [31]. The p-values were adjusted for multiple comparisons using the false discovery rate (FDR) [32]. Only probes with an FDR ≤0.001 and expression difference ≥ 2-fold were considered as statistically significant, which generated 617 gene probes. This set was further cleaned to filter the duplicate probes and any wrongly annotated genes for which we could not identify protein or RNA homologs in the NCBI database; these steps produced a final set of 423 unique genes (GEO ID: GSE117028). To understand the biological significance of this gene set, we made functional annotations based on protein domain information retrieved from the Pfam database [33], and other sequence or motif features, including signal peptides predicted by SignalP [34], transmembrane regions predicted by TMHMM [35], coiled coil regions predicted by COILS [36]. These genes were further classified to a higher hierarchy based on their cellular localizations (i.e. extracellular space, plasma membrane, cytoplasm and nucleus). Key signaling pathways were reconstructed based on functional annotations of proteins according to the domains detected in them and information extracted from the published literature.

### Real-time PCR

Total RNA was prepared using Trizol reagent according to the manufacturer’s protocol (Invitrogen). The cDNA was synthesized in a mixture containing total RNA 1 μg, 1 μl of iScript reverse transcriptase and 4 μl buffer (iScript cDNA synthesis kit, Bio-RAD). Reaction was performed for 5 minutes at 25 °C, 30 minutes at 42 °C and 5 minutes at 85 °C.

Quantitative PCR was performed with SYBR Green Supermix (Bio-RAD) following the manufacturer’s instructions. PCR amplification was performed for 3 min at 95 °C and followed by 40 cycles of 10 s at 95 °C and 30s at 55 °C. PCR amplification of glyceraldehyde-3-phosphate dehydrogenase (GAPDH) mRNA was used as the normalization control. The relative change in mRNA expressions was acquired by the equation: Fold change = 2^-[ΔΔCt]^, ΔΔCt = (Ct _gene of interest_ − Ct _GAPDH_) _KO_ − (Ct _gene of interest_ − Ct _GAPDH_) _WT_. Ct value is the cycle number at which fluorescence signal crosses the threshold. The primers were listed in S1 Table. S2 Table compares the fold changes (*Atxn3*-KO relative to WT MEFs) in microarray and RT-PCR data to illustrate the degree of difference between the assay techniques.

### Constructs and expression plasmids

ATXN3 constructs were maintained in the following vectors: FLAG-ATXN3-Q22 (Addgene; Plasmid ID: 22126), FLAG-ATXN3-Q80 (Addgene; plasmid ID: 22129) in pFLAG. The Efna3 gene promoter reporter constructs were generated in the vector pGL3-Basic (Promega, Madison, WI). Mouse genomic DNA was used as a template to synthesis different lengths of 5’ upstream Efna3. The primers used for amplification were a 3’-reverse primer (TAT GAA GCT TGT TGC TGG TGC ACC) that binds at the transcription start site of Efna3 in conjunction with different 5’-forward primers (Efna3 (-1329): GCACGAGCTCATCAGTCTCTTCCAT CTGGCTT; Efna3 (-569): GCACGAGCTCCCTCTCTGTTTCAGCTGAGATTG; Efna3 (-279): GCACGAGCTCAAGACTCTCCGTCGCTGTC) that bind at different distances of Efna3 promoter. A restriction site for SacI was contained within each forward primer while the reverse primer contained a HindIII restriction site. The PCR products were first subcloned into pCR2.1 vectors (Invitrogen). The constructed pCR2.1 plasmids were then digested with SacI and HindIII and inserted into the multiple cloning region of the pGL3-Basic vector which was digested with the same enzymes. All constructs were verified by sequencing and expression analysis.

### Transient transfection and luciferase reporter assays

MEFs were seeded on 12-well plates. Cell density was 80% confluent on the day of transfection. MEFs were transfected using Lipofectamine LTX and PLUS (Invitrogen) according to the manufacturer’s instructions. 1 μg of indicated luciferase constructs were always co-transfected with 10 ng of the Renilla luciferase plasmid (pRL-CMVvector, Promega). After 24 hours, cells were lysed in 250μl Passive Lysis (Promega), 20μl lysate was added to 100μl LAR II (Promega) for luciferase activity, then 100μl Stop&Glo reagent (Promega) was added to the same well for measuring Renilla luciferase activity. Luciferase activities were measured in the spectraMax M3 microplate reader (Molecular Device, Sunnyvale, CA) using the dual-luciferase reporter assay system (Promega). Data were normalized for activity of Renilla luciferase. Three transfections of each construct plasmids were used in every assay.

### Chromatin immunoprecipitation assay (ChIP)

ChIP assays were performed using the Acetyl-Histone H3 Immunoprecipitation Assay kit (Millipore). 2 X 10^6^ cells of each MEF cell lines (*Atxn3*-WT, *Atxn3*-KO) were fixed with 1% formaldehyde for 10 minutes at 37°C. Cross-linked cells were scraped and lysed with SDS lysis buffer. Cell lysate was sonicated with Bioruptor (Diagenode) to shear DNA to lengths between 200 bp and 600 bp. Indicated antibodies or rabbit IgG were used to immunoprecipitate DNA/protein complexes overnight. After reversal of crosslinks, DNA was purified with PCR purification kit (Qiagen). Real time PCR was conducted on equal concentrations of input and IP derived DNA in triplicate. The primers used for amplification of chromatin fragments of the *Efna3* gene are listed in S3 Table. The amounts of immunoprecipitated chromatin DNA were normalized to input DNA (1% of chromatin DNA). Values are expressed as fold changes over background signals obtained in corresponding IgG controls.

### Antibodies

The following antibodies were used: mouse monoclonal anti-ATXN3 (1:1000; 1H9; Millipore); mouse monoclonal anti-GAPDH (1: 100,000; Millipore); rabbit monoclonal anti-Tubulin-α (1:10,000; Cell Signaling); normal Rabbit IgG (1:1000; Santa Cruz Biotechnology); rabbit polyclonal anti-H3 (1: 5,000; Cell Signaling); rabbit polyclonal anti-H4 (1: 5,00; Cell Signaling); rabbit polyclonal anti-HDAC3 (1:5,000; Abcam); rabbit polyclonal anti-acetyl-Histone H4 (1:5,000; Millipore); rabbit polyclonal anti-acetyl-histone H3 (1:5,000; Millipore); rabbit polyclonal anti-NCoR (1:1000; Millipore); rabbit polyclonal anti-Efna3 (1:1000; Santa Cruz Biotechnology); rabbit polyclonal anti-PCAF (1:500; Millipore); rabbit polyclonal anti-HDAC6 (1:2,000; Millipore); mouse monoclonal anti-p300 (1:2000; Millipore); and peroxidase-conjugated, goat anti-rabbit and goat anti-mouse antibodies (1: 10,000; Jackson Immunoresearch).

### Western blot analysis

Western blot was performed as described previously [27]. Briefly, cell pellets and brain samples were lysed on ice in RIPA buffer (50mM Tris, 150mM NaCl, 0.1% SDS, 0.5% deoxycholic acid, 1% Nonidet P-40, pH 7.4) with Complete Mini Protease Inhibitor tablets (Roche). After sonication and centrifugation, supernatants were supplemented with 1% final SDS and 100mM DTT, boiled and loaded on SDS-PAGE and transferred to polyvinylidene difluoride membrane. Membranes were blocked for 30 min in blocking buffer (TBS-Tween with 5% skim milk), then incubated overnight with primary antibodies at 4°C. Second antibodies were incubated with membranes for 1h at room temperature. Blots were imaged using blue basic autorad film (GeneMate). For semi-quantification, Image-J software was used.

### Statistical analyses

All statistical analyses were carried out using Prism (Graphpad, La Jolla, CA). One-way ANOVA with post hoc comparisons or two-paired *t*-test was applied to compare groups. Results are presented as mean ± SEM. Significant differences were accepted when *p*<0.05.

## Results

### Loss of ATXN3 alters expression of genes principally involved in signal transduction

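RNA from mouse embryonic fibroblasts (MEFs), connective tissue cells cultured from mouse embryos, was profiled on 6 Affymetrix Mouse Genome 430 2.0 arrays, 3 from Atxn3-WT MEFs and 3 from Atxn3-KO MEFs. This array reads each transcript with a probe set of short oligonucleotides. The paper gives 10 μg of total RNA submitted per sample, and the sample labels give 250 ng taken into the labelling reaction. The authors normalized the arrays by robust multi-array average (RMA) and deposited log2 values for 45101 probe sets, of which 64 controls were left out here. The median log2 level was 6.00, 5.99 and 5.98 on the Atxn3-WT arrays and 5.99, 5.98 and 5.97 on the Atxn3-KO arrays of replicates 1, 2 and 3. Of the remaining 45037 probe sets, 34945 name 1 gene, 932 name several and 9160 are unnamed in the annotation used here. Genes are named from probe sets that name 1 gene, and each gene is represented by the one with the highest mean level over all 6 arrays. The level of the targeted gene was 6.53, 6.81 and 6.66 on the Atxn3-WT arrays and 3.60, 3.43 and 3.73 on the Atxn3-KO arrays for the brighter of its probe sets. This Atxn3 probe set had a mean log2 level of 6.67 ± 0.14 (SD, n = 3) in Atxn3-WT MEFs and 3.59 ± 0.15 (SD, n = 3) in Atxn3-KO MEFs, a log2 fold change of -3.08 (standard error 0.10, adjusted p = 2.09e-06 from limma). Its level in Atxn3-KO MEFs lies below the 25th percentile of every array, so the fold change is not exact. A dimmer Atxn3 probe set had a log2 fold change of -0.35 (standard error 0.14, adjusted p = 0.117). Whether either lies in the deleted part of the gene is not given in the sources used here. Expression was compared with limma, with equal weights for all arrays, because the paper names a weighted linear model without naming the weights. The replicates are called biological; whether they came from separate embryos or cultures is not stated, so the p-values measure only the spread between these samples, which may be technical. The number of arrays limits the precision.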

To understand the contribution of ATXN3 to global gene expression, we utilize genome-wide microarray technique to profile expression differences between *Atxn3*-WT and *Atxn3*-KO MEFs. Analysis of microarray data identified 423 unique genes that were differentially expressed (FDR ≤0.001 and fold change ≥ 2; GEO ID: GSE117028). Of these genes, 270 genes were upregulated, while 153 were downregulated in *Atxn3*-KO MEFs relative to Atxn3-WT MEFs.

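In the deposited values, 590 probe sets passed the paper's thresholds, an adjusted p of at most 0.001 and a change of at least 2-fold. They name 397 unique genes. The highest log2 fold changes were those of Rpl39l, a gene for a ribosomal protein of the Rpl39 family that may share signal with its relatives, with 6.29 (standard error 0.077), and of Epha3, the Eph receptor A3, with 6.11 (standard error 0.054). Pcdh7, a protocadherin cell adhesion gene, had 4.59 (standard error 0.055). Ang, which encodes the ribonuclease angiogenin, and Tfpi2, an inhibitor of serine proteases, had log2 fold changes of 3.99 (standard error 0.10) and 3.74 (standard error 0.083). The mean levels of Rpl39l (4.11), Pcdh7 (4.34) and Tfpi2 (3.47) on the Atxn3-WT arrays lay below the 25th percentile of every array, so their fold changes, and the order of Rpl39l and Epha3, are not exact. Bcl11b, a zinc finger transcription factor, had the lowest value, -4.77 (standard error 0.050). Thy1, a cell surface glycoprotein of fibroblasts and neurons, had -4.21 (standard error 0.052), and Galc, the lysosomal enzyme galactosylceramidase, had -3.94 (standard error 0.082). The 3 Atxn3-KO arrays lay on one side of the 3 Atxn3-WT arrays for 41.1% of all probe sets, against 10% by chance. At an adjusted p under 0.05 without a fold threshold, 11696 probe sets changed, with a median size of 0.32 on the log2 scale. With limma's test against a 2-fold change at an adjusted p of at most 0.05, 278 probe sets and 181 genes passed.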

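More genes rose than fell past the paper's thresholds. Of these genes, 253 were higher and 144 were lower in Atxn3-KO MEFs, and none had probe sets past the thresholds in both directions. Among probe sets, 358 were higher and 232 were lower, so that 60.7% were higher. Genes that rose include Smoc2, a matricellular calcium-binding protein, with a log2 fold change of 3.39 (standard error 0.18) (not exact, from a mean level of 4.25 in Atxn3-WT MEFs, below the 25th percentile of every array), Serpinb6b, an intracellular serine protease inhibitor, with 3.10 (standard error 0.076), and Cbr2, a carbonyl reductase, with 3.56 (standard error 0.066). Genes that fell include Cadm1, an immunoglobulin cell adhesion molecule, with -3.41 (standard error 0.094), Lpl, lipoprotein lipase, with -2.59 (standard error 0.056), and Tbx1, a T-box transcription factor, with -2.63 (standard error 0.21). Without a fold threshold the direction differed between genes and probe sets. Of 18193 genes measured, 3112 were higher and 2679 were lower at an adjusted p under 0.05 from limma, while among all probe sets 5627 were higher and 6069 were lower.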

To assess the biological significance of the gene set, we systematically analyzed and functionally annotated the identified differentially expressed genes (Fig 1A–1C). The majority of genes with altered expression in *Atxn3*-KO MEFs are components of various cellular signaling networks. These include: secreted extracellular signaling molecules that initiate transduction cascades (including 13 cytokines, 4 Wnt ligands, 12 other growth factors, and peptide hormones); their regulators (including peptidases critical for ligand maturation); and molecules downstream of the extracellular signaling molecules, namely membrane receptors (including GPCRs, receptors with kinase activities), cytoplasmic signal transducers (including GTPases and kinases), and nuclear transcriptional factors and chromatin regulators (including 4 nuclear receptors and 48 other TFs with diverse DNA-binding domains) which are likely to function as effectors of gene expression (Fig 1). 

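Several groups of signaling genes held members that rose and members that fell. Of 32 growth factor genes, 11 were higher, 8 were lower and 13 did not pass an adjusted p of 0.05 (11 higher and 8 lower when adjusted over the list alone). Mdk, which encodes the heparin-binding factor midkine, had a log2 fold change of 2.77 (standard error 0.058), Fgf7, a fibroblast growth factor for epithelial cells, 1.82 (standard error 0.059), and Pdgfd, a platelet-derived growth factor, -2.15 (standard error 0.089). Of 31 nuclear receptor genes, 10 were higher and 5 were lower at the same threshold (11 and 5 adjusted over the list alone). Rorb and Rora, retinoic acid receptor-related orphan receptors, had -1.33 (standard error 0.049) and -1.08 (standard error 0.10). Esr1, the estrogen receptor, had 1.11 (standard error 0.11), and Pparg, a regulator of fat cell differentiation, had 1.00 (standard error 0.069). These nuclear receptors passed the paper's thresholds. Neither list passed limma's camera test (adjusted p = 0.236 for growth factors and 0.485 for nuclear receptors). That test looks for a shift in a common direction, so it can miss a list whose members move both ways. The lists were fixed with knowledge of the genes the paper names, so their counts are not independent evidence of direction.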

The main effect of the loss of ATXN3 appears to be significant changes in multiple cellular signaling pathways.

**Fig 1:**
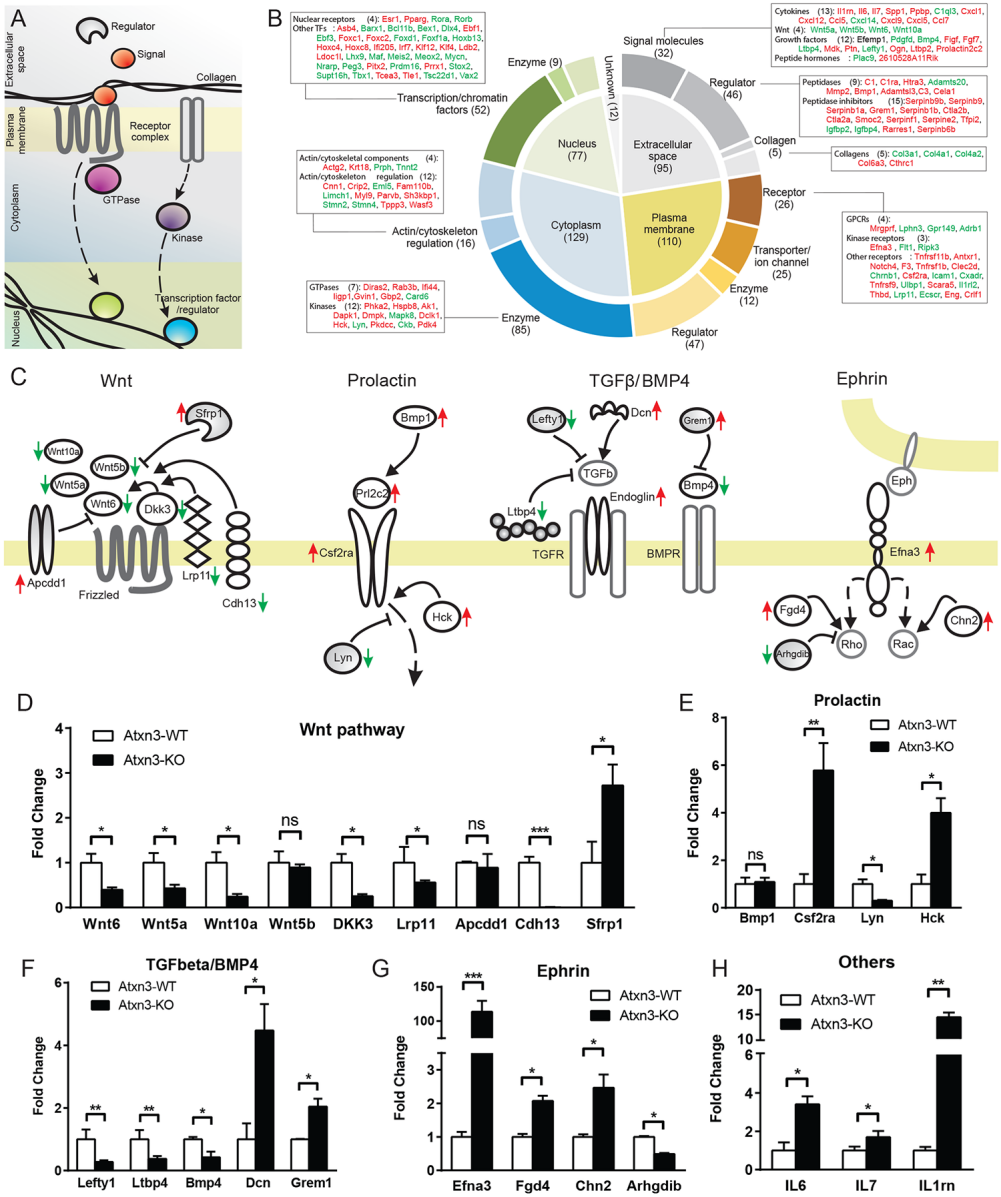
Gene expression changes in *Atxn3*-KO relative to *Atxn3*-WT MEFs. (A) Schematic depicts the major components of cellular signaling pathways that display differential expression in Atxn-3 KO MEFs, including 1) extracellular signal molecules, and their regulators such as peptidases and inhibitors, 2) membrane embedded/bound receptors, transporters and regulators, 3) cytoplasmic signaling enzymes such as GTPases and kinases, 4) and downstream nuclear transcriptional factors and chromatin regulators. (B) Diagram represents the classification of a subset of the 423 differentially expressed genes in *Atxn3*-KO MEFs based on cellular localization and biological function. Dominant functional themes and the major associated genes are listed; up-regulated genes are highlighted in red and down-regulated in green. Numbers in parentheses indicate the total number of genes in each category. (C) The cartoon represents the up- or down-regulation of components of major signaling pathways (Wnt, Prolactin, TGF- β, BMP4 and Ephrin) in MEFs lacking ATXN3. Arrows represent induction or activation whereas blunt-ended lines represent inhibition or repression. Gene expression changes are shown with red or green arrows corresponding to increased or decreased expression. (D-H) Real-time PCR verification of differentially regulated components of four signaling pathways. Among 25 selected genes from the microarray analysis, 22 genes were confirmed to have significant changes in *Atxn3*-KO MEFs relative to WT MEFs. (D) Wnt pathway; (E) Prolactin pathway; (F) TGF-β/BMP4 pathway; (G) Ephrin pathway; (H) Others. Error bars represent the mean ± SD, * *p*<0.05. **p<0.01.

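The coloured gene names of Fig 1B were read by eye and set beside the measured directions. Of 146 coloured genes that are named in the annotation used here, 138 had a probe set past the paper's thresholds in the direction of their colour, 0 in the other direction, and 8 had none past the thresholds. Among the 8, Asb4 had a log2 fold change of 1.14 (adjusted p = 0.00135 from limma), Meox2 of -1.13 (adjusted p = 0.00123; not exact, its level in Atxn3-KO MEFs being below the 25th percentile of every array) and Icam1, an adhesion receptor for white blood cells, of -1.06 (adjusted p = 0.0015). The figure's genes were chosen by the paper on these samples, so the tally is not independent evidence of their direction. Another 15 names were not analysed here.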

We inferred molecular interactions between the identified gene products to reconstruct key affected signaling pathways (Fig 1C) including the Wnt, prolactin, TGF- β/BMP4, and ephrin signaling pathways. We predicted that differential expression of these genes should either positively or negatively impact signaling transduction, leading to different outputs from these signaling pathways. For example, in cells lacking ATXN3 we could infer that the Wnt pathway is depressed due to downregulation of four Wnt ligands and three important positive regulators, namely Lrp11, Dkk3, and Cdh13, and upregulation of two inhibitors, namely Sfrp1 and Apcdd1 (Fig 1D). In contrast, both Prolactin (Fig 1E) and Ephrin (Fig 1G) signaling are expected to be elevated due to increased expression of their ligands, receptors and positive regulators, and decreased expression of their inhibitors. 

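The Wnt ligands that changed were lower in Atxn3-KO MEFs. Of 19 Wnt ligand genes, 7 were lower, 0 were higher and 12 did not pass an adjusted p of 0.05 from limma (7 lower and 1 higher when adjusted over the list alone). At an unadjusted p under 0.05, 7 were lower and 1 was higher. The median log2 fold change of the list was 0.0040 and its mean was -0.22. Wnt10a had a log2 fold change of -0.98 (standard error 0.14), Wnt6 of -0.96 (standard error 0.073), Wnt5a of -0.95 (standard error 0.047) and Wnt5b of -0.85 (standard error 0.065). Other probe sets of Wnt5a, Wnt5b and Wnt6 passed the paper's thresholds, the lowest at -1.07, -1.45 and -1.58. Lrp11, a low-density lipoprotein receptor-related protein, had -1.46 (standard error 0.049), Dkk3, a dickkopf family protein, -2.38 (standard error 0.066), and Cdh13, a cadherin without a transmembrane domain, -2.61 (standard error 0.095). The 4 Cdh13 probe sets ranged from -2.61 to -0.043. Sfrp1, a secreted protein that binds Wnt ligands, rose with 2.28 (standard error 0.051), and Apcdd1, a membrane-bound Wnt inhibitor, with 1.23 (standard error 0.048). Among 15 secreted Wnt antagonists, 4 were higher and 3 were lower (4 and 4 adjusted over the list alone). Of 18 Wnt receptors and co-receptors, 8 were higher and 3 were lower (8 and 4 adjusted over the list alone), with Fzd1, a frizzled receptor, at 0.87 (standard error 0.054). Of 15 known Wnt target genes, 3 were higher, 2 were lower and 10 did not pass (3 and 2 adjusted over the list alone); Ccn5 had 2.18 (standard error 0.094) and Ccnd1, cyclin D1, -0.48 (standard error 0.051). None of these lists passed limma's camera test (adjusted p = 0.161 for the ligands, 0.85 for the antagonists, 0.226 for the receptors and 0.809 for the targets). From the lower ligands and positive regulators and the higher inhibitors, the paper says that a depressed Wnt pathway could be inferred.

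**Figure D1:**
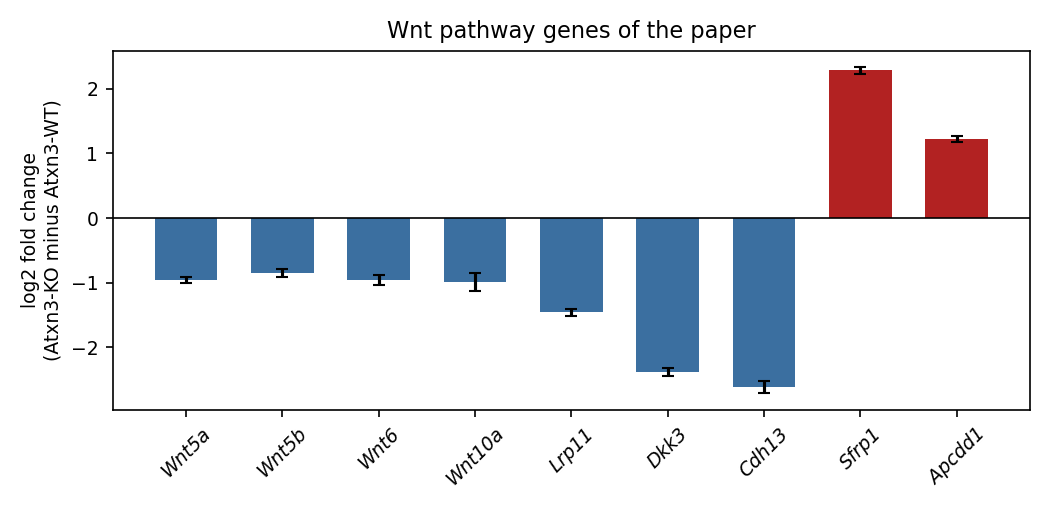
Log2 fold change between Atxn3-KO and Atxn3-WT MEFs (vertical axis) of genes of the Wnt pathway. Bars are limma estimates and error bars are standard errors; Sfrp1 and Apcdd1 are above 0 and the other genes are below 0.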

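Genes of the ephrin system moved in both directions. Of 13 Eph receptor genes, 5 were higher and 2 were lower at an adjusted p under 0.05 from limma, the same numbers as when adjusted over the list alone. Besides Epha3, Epha1 had a log2 fold change of 0.99 (standard error 0.070) and Ephb6 of 0.96 (standard error 0.059), while Epha4 and Ephb4, chosen after their values were seen, had -0.42 (standard error 0.058) and -0.26 (standard error 0.051). Of 8 ephrin ligand genes, 3 were higher and 1 was lower (4 and 1 adjusted over the list alone), with Efna1 at 0.46 (standard error 0.042) and Efna5 at -0.76 (standard error 0.049). Chn2, a Rac-specific GTPase-activating chimaerin, had 0.72 (standard error 0.11). Fgd4, an exchange factor for Cdc42, had -0.034 (standard error 0.050) (adjusted p = 0.688), and another of its probe sets had 1.18 (adjusted p = 6.16e-05). In the prolactin family list, 2 of 11 genes were higher and 1 was lower, with the same counts adjusted over the list alone. Csf2ra, a receptor for granulocyte-macrophage colony-stimulating factor, had 1.64 (standard error 0.091), and its other probe set had 0.061. Among 20 genes of JAK-STAT signaling, 7 were higher and 2 were lower (8 and 3 adjusted over the list alone), with Socs1 at 0.73 (standard error 0.10) and Socs2 at -0.77 (standard error 0.043), both feedback inhibitors. By limma's camera test the adjusted p was 0.129 for Eph receptors, 0.334 for ephrin ligands, 0.771 for the prolactin family and 0.194 for JAK-STAT signaling.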

We found differential regulation of the signaling pathways of different members of the TGFβ family (Fig 1F) (e.g. Lefty1 and BMP4): Lefty, the inhibitor of TGF-β, is down-regulated along with another unrelated inhibitor of this pathway LTBP4. However, decorin (DCN), a proteoglycan with leucine-rich repeats that binds and positively regulates TGFβ proteoglycan, and the TGFβ co-receptor endoglin are up-regulated. In contrast, BMP4 is down-regulated whereas its inhibitor gremlin1 (GREM1) is up-regulated. This would suggest that TGFβ signaling is elevated in *Atxn3*-null MEFs whereas signaling by BMP4 might be depressed. 

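In the TGFβ family, Lefty1, Ltbp4 and Bmp4 fell, and Dcn, Eng and Grem1 rose in Atxn3-KO MEFs. Lefty1, a secreted antagonist of Nodal-type signals, had a log2 fold change of -1.74 (standard error 0.053), and Ltbp4, a latent TGFβ binding protein, -1.02 (standard error 0.072). Dcn, decorin, had 1.91 (standard error 0.073), and Eng, endoglin, had 1.33 (standard error 0.058). The other Dcn probe set had 0.21. Bmp4 had -1.22 (standard error 0.049) and its secreted antagonist Grem1 had 1.54 (standard error 0.045). Bmp1, a metalloprotease that processes procollagen, had 0.059 (standard error 0.042) (adjusted p = 0.371 from limma) for the brightest of its probe sets and 1.41 (adjusted p = 5.93e-05) for another. Of 28 TGFβ ligands, receptors and regulators, 14 were higher and 8 were lower at an adjusted p under 0.05 (15 and 8 adjusted over the list alone). Among 17 known TGFβ target genes, 8 were higher and 3 were lower (9 and 3 adjusted over the list alone), with Junb at 0.75 (standard error 0.060) and Acta2, smooth muscle actin, at 0.69 (standard error 0.042). Of 18 BMP ligands and receptors, 1 was higher and 7 were lower (1 and 7 adjusted over the list alone). Of 12 BMP antagonists, 4 were higher and 3 were lower (5 and 3 adjusted over the list alone). Of 13 known BMP target genes, 6 were higher and 2 were lower (7 and 2 adjusted over the list alone); Id3, an inhibitor of DNA-binding proteins, had 0.69 (standard error 0.048) and Msx1, a homeobox factor, -0.80 (standard error 0.10). No list among these passed limma's camera test, with adjusted p-values of 0.297 for the TGFβ genes, 0.106 for TGFβ targets, 0.0733 for BMP ligands and receptors, 0.402 for BMP antagonists and 0.118 for BMP targets. The BMP ligands and receptors reached 0.0425 without Atxn3-WT replicate 3 and 0.0303 without Atxn3-KO replicate 2, in a range of 0.0303 to 0.485 over the camera alternatives.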

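Most of the cytokine and chemokine genes that changed were higher in Atxn3-KO MEFs. Of 21 cytokine genes, 9 were higher, 1 was lower and 11 did not pass an adjusted p of 0.05 from limma (10 higher and 2 lower when adjusted over the list alone). Il1rn, the antagonist of the interleukin 1 receptor, had a log2 fold change of 2.21 (standard error 0.058). Il6, a proinflammatory cytokine, had 1.04 (standard error 0.069), and Il7, a growth factor of lymphocytes, had 1.04 (standard error 0.062). Il18 had 0.76 (standard error 0.042). Of 27 chemokine genes, 11 were higher and 4 were lower (11 and 4 adjusted over the list alone). Cxcl1 and Cxcl5, which attract neutrophils, had 1.59 (standard error 0.049) and 1.52 (standard error 0.060), and Cxcl12 had 1.26 (standard error 0.041). For cytokines limma's camera test against all other genes gave an adjusted p of 0.0141, with adjusted p = 0.484 with an estimated correlation. For chemokines the same test gave 0.0217, and an adjusted p of 0.484 with an estimated correlation. The chemokine value was 0.171 when probe sets under the median level were left out, in a range of 0.0161 to 0.484 over the camera alternatives. Both lists were written after the paper's coloured genes had been seen, and these include Il1rn, Il6, Il7, Cxcl1, Cxcl5 and Cxcl12. The tests of both lists are therefore not independent evidence of direction. The median log2 fold change of 20 macrophage markers was -0.032.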

Many other differentially expressed genes are implicated in additional signaling networks such as those initiated by cytokines (e.g. IL6, IL7, Il1rn)(Fig 1H). Alterations in these signaling pathways represent a snapshot of the changes to global signaling activity precipitated by loss of ATXN3.

We also noted changes in the expression of genes encoding structural proteins or regulators of the extracellular matrix (ECM) and cytoskeleton. 

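Genes of the extracellular matrix changed in both directions, and among listed serpin genes those that changed rose. Of 30 collagen genes, 6 were higher and 9 were lower at an adjusted p under 0.05 from limma, with the same counts when adjusted over the list alone. Col6a3, a chain of microfibrillar collagen, had a log2 fold change of 2.67 (standard error 0.065), while Col4a1 and Col4a2, the chains of basement membrane collagen, had -1.41 (standard error 0.042) and -1.41 (standard error 0.063). Among 33 other matrix glycoproteins and proteoglycans, 17 were higher and 7 were lower, as when adjusted over the list alone. Fmod, fibromodulin, had 2.25 (standard error 0.078) and Fbn2, fibrillin 2, had -2.12 (standard error 0.065). For this list limma's camera test against all other genes gave an adjusted p of 0.0217, with adjusted p = 0.563 with an estimated correlation; the first value was 0.0570 without Atxn3-KO replicate 1, in a range of 0.0131 to 0.563 over the camera alternatives. Of 20 matrix metalloproteinases and their inhibitors, 6 were higher and 2 were lower (8 and 2 adjusted over the list alone); Mmp2, which degrades gelatin and basement membrane collagen, had 1.20 (standard error 0.063). Of 16 complement genes, 5 were higher and 1 was lower, the same as adjusted over the list alone, with C1s1 at 1.32 (standard error 0.057) and C1ra at 1.06 (standard error 0.047), the serine proteases of the first complement component. Of 17 serpin genes, 10 were higher and 0 were lower (11 and 0 adjusted over the list alone), with 12 and 0 at an unadjusted p under 0.05, including Serpinb1a with 2.79 (standard error 0.066) and Serpinf1 with 1.75 (standard error 0.047). The serpin list, like the others here, was written after the paper's coloured genes had been seen. Of 23 serpin genes outside it, counted after their values were seen, 2 were higher and 2 were lower at an adjusted p under 0.05. For serpins limma's camera test against all other genes gave an adjusted p of 1.06e-04, with adjusted p = 0.484 with an estimated correlation. The camera test gave adjusted p-values of 0.241 for collagens, 0.165 for metalloproteinases and 0.155 for complement.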

Changes related to the ECM include dysregulation of five collagens that are primary components of ECM, extracellular peptidases that are responsive to the breakdown and remodeling of extracellular matrix (e.g. MMP2, complement component 1, and complement component 3), and many secreted peptidase inhibitors that regulate peptidase activities. 

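The listed contractile and smooth muscle genes that changed rose in Atxn3-KO MEFs, while cardiac troponin T2 fell. Of 17 contractile and smooth muscle genes, 9 were higher and 0 were lower at an adjusted p under 0.05 from limma (10 and 0 adjusted over the list alone), with 10 and 1 at an unadjusted p under 0.05. Actg2, the smooth muscle actin γ2, had a log2 fold change of 1.14 (standard error 0.055), Myl9, a myosin light chain, 1.08 (standard error 0.051), and Cnn1, calponin 1, 1.06 (standard error 0.075). For these genes limma's camera test against all other genes gave an adjusted p of 0.00188, with adjusted p = 0.484 with an estimated correlation. The list was written after the paper's coloured genes, which include Actg2, Myl9 and Cnn1, had been seen. The test is therefore not independent evidence of direction. Among 19 intermediate filament and keratin genes, 1 was higher and 2 were lower, the same as adjusted over the list alone. Krt18, keratin 18, had 1.27 (standard error 0.066) (not exact, its level in Atxn3-WT MEFs being below the 25th percentile of every array) and Prph, peripherin, had -1.49 (standard error 0.087). Tnnt2, the cardiac troponin T2, had -1.45 (standard error 0.24). Of 23 microtubule regulators, 6 were higher and 4 were lower (6 and 5 adjusted over the list alone). Map2 and Tppp3, which bind microtubules, had 1.55 (standard error 0.049) and 1.51 (standard error 0.047), and Stmn2 and Stmn4, stathmins that destabilize them, had -1.58 (standard error 0.060) and -1.62 (standard error 0.10). The camera test gave adjusted p-values of 0.628 for intermediate filaments and 0.97 for microtubule regulators.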

Changes in the cytoskeletal organization include dysregulation of the cytoskeletal components actin γ2, keratin 18, peripherin, troponin T2, and 12 other genes whose products are involved in regulation of cytoskeleton structure and dynamics (Fig 1B). This result suggests that loss of ATXN3 is associated with the remodeling or disorganization of both ECM and intracellular cytoskeletal structures. It is not clear if these changes are downstream of the above-noted changes in signaling pathways.

### Loss of Efna3 promoter repression in Atxn-3 KO cells

To explore the molecular mechanism by which ATXN3 participates in transcriptional regulation, we focused on Eph receptor A3 (Efna3) since Efna3 is a key component of ephrin signaling and displayed the highest transcriptional increase in *Atxn3*-KO MEFs (Fig 1). 

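Efna3 is the symbol of ephrin-A3, a membrane-anchored ligand, and Epha3 is that of Eph receptor A3, a receptor tyrosine kinase; both are on the array. The brightest Epha3 probe set had a log2 level of 4.78 ± 0.077 (SD, n = 3) in Atxn3-WT MEFs and 10.89 ± 0.040 (SD, n = 3) in Atxn3-KO MEFs, a 69.3-fold increase (adjusted p = 1.71e-08 from limma). Its level in Atxn3-WT MEFs lies between the 25th percentile and the median of every array, so the fold is approximate. The other 3 Epha3 probe sets had log2 fold changes of 5.96, 4.00 and 1.23. Among genes past the paper's thresholds, Epha3 had the highest log2 fold change after Rpl39l, and it had the smallest p of all probe sets. The brighter Efna3 probe set had 8.40 ± 0.035 (SD, n = 3) in Atxn3-WT MEFs and 8.42 ± 0.069 (SD, n = 3) in Atxn3-KO MEFs. Its log2 fold change was 0.024 (standard error 0.051, adjusted p = 0.779). The dimmer Efna3 probe set had -0.24 (standard error 0.046, adjusted p = 0.0069). Neither Efna3 probe set passed the paper's thresholds.

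**Figure D2:**
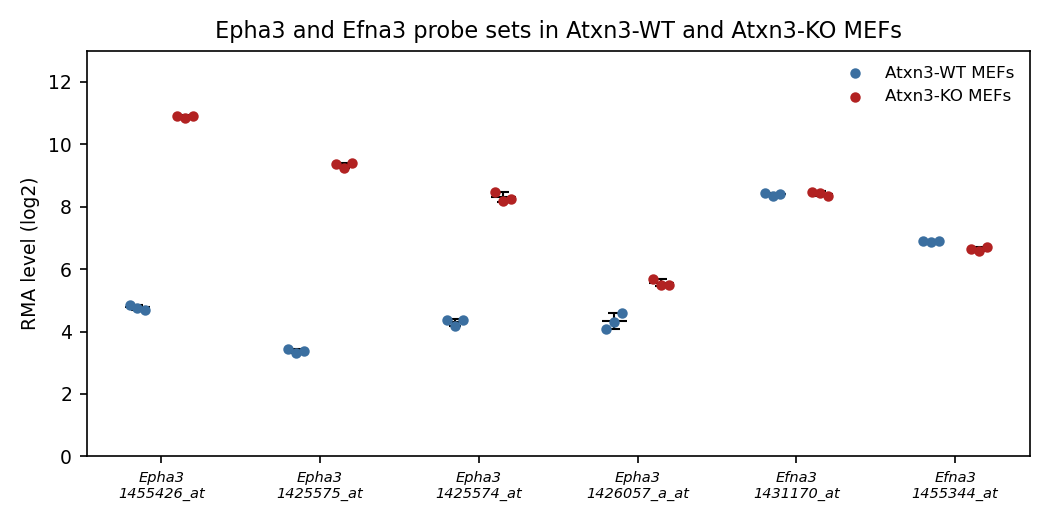
RMA level on the log2 scale (vertical axis) of the 4 Epha3 and 2 Efna3 probe sets on each array. Points are the 3 arrays of each genotype, horizontal lines are means and error bars are SDs; every Epha3 probe set is higher on the Atxn3-KO arrays, and the brighter Efna3 probe set lies at about the same level in both genotypes.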

Western blot analysis was performed to detect the expected change in EFNA3 protein level resulting from altered mRNA expression in *Atxn3*-KO cells. Relative to WT MEFs, EFNA3 was significantly increased in *Atxn3*-KO MEFs (Fig 2A and 2B). We further documented changes in Efna3 in *Atxn3*-KO mouse brainstem tissue: again, there was an increase both in transcript (Fig 2C) and protein levels (Fig 2D and 2E) relative to levels in wildtype mice at 8 weeks of age.

**Fig 2:**
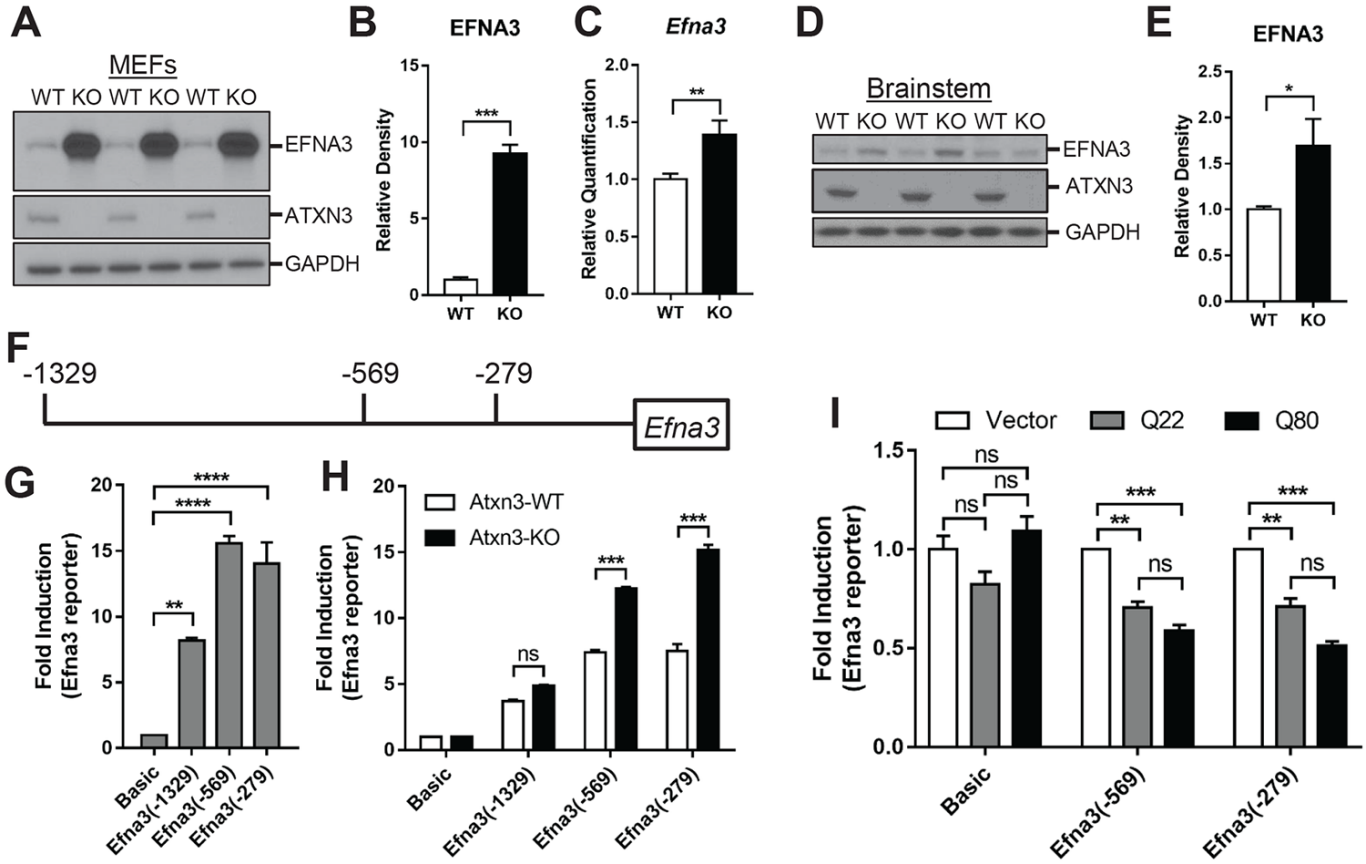
Loss of ATXN3 induces *Efna3* upregulation. (A, B) Western blotting and quantitative analysis show increased expression of EFNA3 protein in *Atxn3*-KO MEF cells (n = 3 per genotype). (C) Quantitative RT-PCR of *Efna3* shows elevated transcript in *Atxn3*-KO mouse brainstem samples. (D, E) Representative western blotting and quantitative analysis show increased expression of EFNA3 protein in 8-week-old *Atxn3*-KO brainstem lysates (n = 5 per genotype). (F) Diagram shows *Efna3*-luciferase reporter gene constructs containing different lengths of the *Efna3* promoter. (G) Dual luciferase reporter assays of WT and *Atxn3*-KO MEFs transfected with constructs containing *Efna3* promoter of different lengths. The luciferase activities are presented as fold change normalized to levels in cells transfected with pGL3-Basic vector. (H) All three promoter constructs mediate transcription in WT and *Atxn3*-KO MEF cells, with transcription of *Efna3* significantly increased in the absence of ATXN3. (I) Reporter assays of transiently transfected *Atxn3*-KO MEFs using pGL3-Basic vector, pGL3-Efna3 (-569) or pGL3-Efna3 (-279) co-transfected with an expression plasmid encoding normal ATXN3 (Q22) or expanded ATXN3 (Q80). Reporter activities are presented as fold change from that measured in cells transfected with empty vector (results averaged from three independent experiments). Overexpression of normal ATXN3 (Q22) or expanded ATXN3 (Q80) suppresses transcription from the *Efna3* promoter. Error bars represent the mean ± SEM. *p<0.05, ** *p*<0.01, *** *p*<0.001, ^ns^ *p*>0.05.

By comparing upstream genomic regions of human and mouse *Efna3* genes, we identified conserved regions that could serve as the *Efna3* promoter to mediate transcriptional repression or activation. Three constructs containing different lengths of the 5’ region of *Efna3* promoter (from position of -1329bp, -569bp, or -279bp to the transcription initiation site) were fused to the luciferase pGL3 reporter gene (Fig 2F), and transiently transfected in HEK293 cells. All three constructs induced transcription (Fig 2G), but constructs harboring the *Efna3* gene promoter region extended to -569 and -279bp displayed the strongest effect. This result indicates that the conserved upstream region is indeed the promoter of *Efna3* gene, consistent with a previous report [37].

We next examined if the apparent transcriptional repression by ATXN3 on the *Efna3* gene is mediated by this promoter region. When transiently transfected into WT and *Atxn3*-KO MEFs, all three promoter constructs resulted in activation, with the level of activation being consistently higher in *Atxn3*-KO cells expressing -569bp and -279bp constructs relative to *Atxn3*-WT cells (Fig 2H). These results indicate that ATXN3 represses *Efna3* transcription by acting, either directly or indirectly, on the promoter region.

We further tested whether transiently expressed normal human ATXN3 (Q22) or pathological ATXN3 (Q80) could repress transcription of the Efna3(-569) or Efna3(-279) reporter constructs in *Atxn3*-KO cells. Both normal and expanded ATXN3 significantly repressed Efna3 transcription by approximately 20% but had no effect on expression of the control pGL3 luciferase vector (Fig 2I). These findings support a normal repressive action of ATXN3 at the *Efna3* promoter that persists in the presence of polyglutamine expansion.

### Loss of ATXN3 induces acetylation of histones at *Efna3* promoter region

Previous studies have suggested potential mechanisms by which ATXN3 regulates transcription, including direct binding to DNA sequences, interacting with transcriptional regulators, and modulating histone acetylation [16, 24, 38, 39]. Because loss of ATXN3 induced widespread gene expression changes and histone acetylation/deacetylation is known to be a global regulator of gene expression, we tested the potential role of histone acetylation in mediating the upregulation of *Efna3* expression in *Atxn3*-KO MEFs. We first tested whether global acetylation of Histone H3 and Histone H4 is increased in *Atxn3*-KO MEF cells. By western blot, we observed an approximately 100% and 50% increase in acetylated-H3 and H4, respectively, in *Atxn3*-KO cells relative to WT cells with no change in total H3 and H4 expression levels (Fig 3A and 3B). To determine if this increased histone acetylation directly impacts *Efna3* promotor expression, we performed chromatin immunoprecipitation (ChIP) assays on chromatin from WT or *Atxn3*-KO MEFs, using specific antibodies against acetylated histone H3 and H4 and amplifying five adjacent *Efna3* promoter regions (Fig 3C). In *Atxn3*-KO MEFs, increased acetylated histone H3 was observed at promoter regions 2, 4 and 5 (Fig 3D), and increased acetylated histone H4 was observed at promoter regions 4 and 5 (Fig 3E). Based on these results obtained for one of the differentially expressed genes from our original microarray analysis, we suggest that the gene expression changes induced by loss of ATXN3 are at least partly mediated by increased histone acetylation.

**Fig 3:**
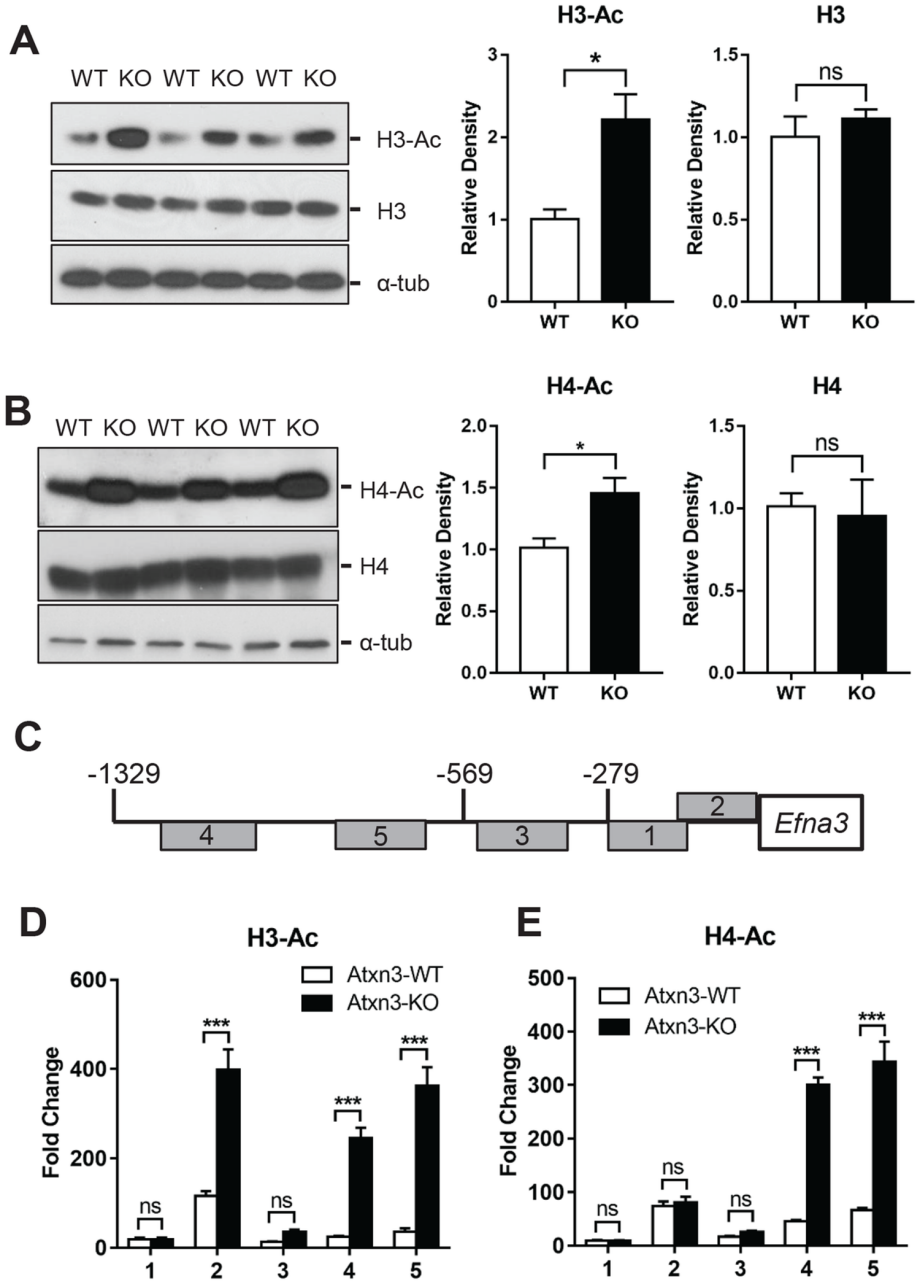
H3 and H4 are hyperacetylated in *Atxn3*-KO MEFs. (A-B) Western blot and quantitative analysis demonstrate that absence of ATXN3 increases levels of acetylated H3 and H4. Blots were quantified with Image J (two-paired t-test, n = 3). Results are means ± SEM. * *p*<0.05, ** *p*<0.01, *** *p*<0.001, ^ns^ *p*>0.05. (C) The schematic of PCR amplicons locations in the *Efna3* gene promoter (1–5) analyzed by ChIP assay. (D-E) H3 and H4 are hyperacetylated in *Efna3* promoter regions in *Atxn3*-KO cells. ChIP assays of 5 adjacent promoter regions (1–5), using chromatin from WT and *Atxn3*-KO cells and antibodies against acetylated H3 (D) acetylated H4 (E). Fold change for each antibody was calculated as the ratio of immunoprecipitated chromatin DNA over total input chromatin DNA, normalized to control IgG. Results were averaged from three independent experiments. Error bars represent mean ± SEM.

### ATXN3 alters histone acetylation via a pathway containing HDAC3 and NCoR

We next sought to identify the likely mechanism of increased histone acetylation induced by the loss of ATXN3. The histone acetylation state of a given chromatin locus is controlled by two classes of antagonizing histone-modifying enzymes, histone acetyltransferases (HATs) and deacetylases (HDACs), which add or remove acetyl groups to/from target histones [40]. Interestingly, several HATs (including CBP, P300, PCAF), HDACs (including HDAC3, HDAC6), and the transcriptional corepressor NCoR which recruits HDACs to the promoter region, are reported to interact with ATXN3 [16, 17, 41–43]. To identify which histone acetylases and regulators are likely involved in establishing the histone acetylation and enhanced gene expression of *Efna3* induced by the loss of ATXN3, we measured their nuclear protein levels in both *Atxn3*-KO and WT cells. Levels of HDAC3 and NCoR are significantly decreased in *Atxn3*-KO cells, whereas no difference was found with other regulators including p300, PCAF, HDAC6 (Fig 4A and 4B). Furthermore, 24-hour treatment of MEF cells with the broad HDAC inhibitor Trichostatin A (TSA) at 1μM (Fig 4C) or the HDAC3 specific inhibitor Apicidin at 0.1μg/ml (Fig 4D) resulted in greatly upregulated mRNA level of *Efna3* gene by 20~30 fold in WT MEFs, but not in in *Atxn3*-KO MEFs. These findings support the model that ATXN3 modulates HDAC complexes, such as HDAC3 and NCoR levels, to alter the acetylation state of histones and ultimately dictate gene expression status in *Atxn3*-KO MEF cells.

**Fig 4:**
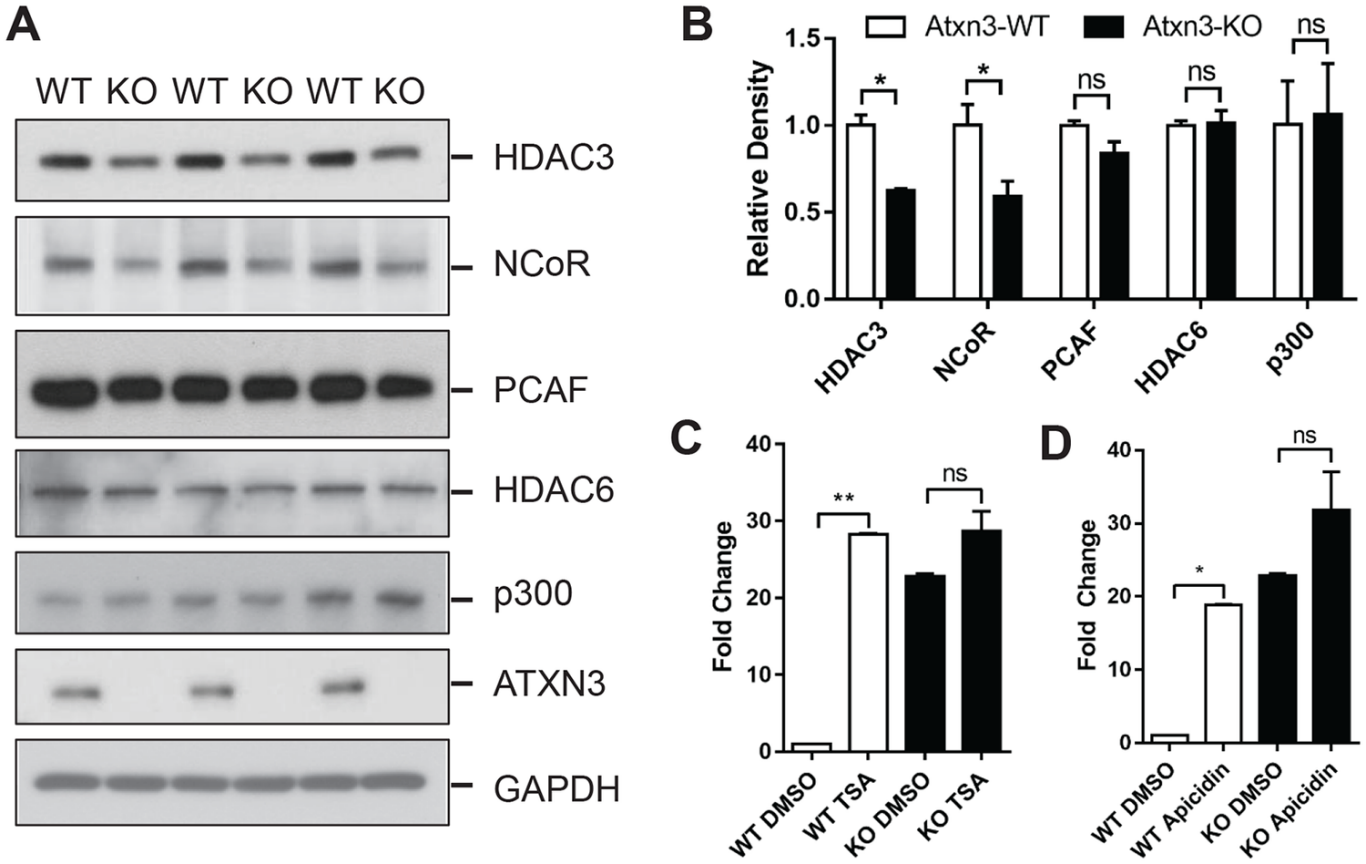
Loss of ATXN3 is associated with decreased levels of HDAC3 and NCoR in MEFs. (A) Western blot analysis of HDAC3, NCoR, PCAF, HDAC6, p300, ATXN3 and GAPDH in lysates from WT and *Atxn3*-KO MEFs. (B) Semiquantitative analysis shows the decrease in HDAC3 and NCoR in *Atxn3*-KO cells. Blots were quantified with Image J (two paired t-test, n = 3). Results are means ± SEM, * p<0.05. (C-D) HDAC inhibitors TSA and Apicidin induce transcriptional upregulation of *Efna3* gene. WT and *Atxn3*-KO cells were treated with TSA (1μM) (C) or Apicidin (0.1μg/ml) (D) for 24 hours, RNA was isolated and RT-PCR analysis was performed to assess *Efna3* expression. Results are expressed as fold change from control. Error bars represent mean ± SEM (n = 3). * *p*<0.05, ** *p*<0.01, ^ns^ *p*>0.05.

## Discussion

Here we have shown that loss of ATXN3 in MEFs results in widespread gene expression changes affecting many signal transduction pathways. We validated many of these transcriptional changes and defined a potential mechanism for differential expression of *Efna3*, a major component of the ephrin signaling pathway. *Efna3* was the most elevated transcript in *Atxn3*-KO MEFs relative to wildtype controls and was also found to be elevated in *Atxn3*-KO mouse brainstem, a selectively vulnerable region in SCA3. Our results in MEFs further show that this marked *Efna3* upregulation in the absence of ATXN3 correlates with enhanced acetylation of histone H3 and H4. Additional evidence supports the view that at least two histone acetylation regulators, HDAC3 and NCoR, are responsible for modulating the acetylation state of these histones in the presence of ATXN3. Together, our findings suggest that ATXN3 normally functions to regulate histone acetylation through histone deacetylases, including HDAC3 and NCoR, and thereby regulate the transcription of a large set of genes. The results warrant further assessment of the role that loss of ATXN3 transcriptional regulation may play in SCA3 disease pathogenesis.

### ATXN3 and signal transduction pathways

A previous study by Rodrigues and colleagues [8] found significant deregulation of signal transduction in *Atxn3*-KO C. *elegans*, including 2 serine/threonine specific protein phosphatases, 8 protein-tyrosine phosphatases, 6 serine/threonine kinases, 3 casein kinase and others. However, the authors did not construct affected signaling pathways based on these enzymes [8]. Here we took a basic approach to assess the role of ATXN3 in regulating gene expression: transcriptional profiling in *Atxn3*-KO MEFs relative to WT control MEFs. While MEFs arguably are of limited relevance to SCA3 brain pathology and may highlight pathways that are specific or particularly relevant to this cell type, their homogenous composition relative to brain tissue provided us an opportunity to gauge the transcriptional effects of eliminating ATXN3. Similar to the C. *elegans* study, we identified several signaling pathways (e.g. Wnt, TGFβ/BMP4, and Ephrin) that were significantly altered in *Atxn3*-KO MEFs and are implicated in diseases of the nervous system including neurodegenerative disorders. Specifically, Wnt signaling regulates several developmental processes, including neurogenesis and synaptic differentiation [44] and has been shown to be neuroprotective in HD and Alzheimer’s disease (AD) [45–47]. Similarly, TGFβ levels are altered in cortical neurons and peripheral blood of HD patients and may also place a role in AD and Parkinson’s disease [48, 49]. Additionally, recent studies of disrupted Eph/ephrin signaling which regulates synaptic function has been linked to AD pathogenesis [25, 26]. Taken together, bioinformatics analysis of the genes commonly altered in our study show enrichment for categories associated with pathways affected in neurodegenerative diseases. Interestingly, several of the genes we identified, namely IL-1ra, IL-6, C1s, MMP-2, PPAR gamma, Csf2ra and many extracellular cytokines, peptidases, peptidase inhibitors, were previously found to be differentially expressed in SCA3 disease-relevant models, including rat cell lines expressing expanded ATNX3 versus non-expanded ATXN3 [23] and human blood samples from SCA3 patients versus unaffected individuals [50]. Thus, the status change of signal transduction pathways associated with loss of ATXN3 is potentially relevant to SCA3 pathogenesis. Further molecular studies in additional disease-relevant model systems will be necessary to elucidate the extent to which the deleterious actions of mutant, expanded ATXN3 reflect a loss of normal function in transcriptional regulation.

### ATXN3 and transcriptional regulation

There are several potential mechanisms by which ATXN3 may regulate transcription. First, ATXN3 is transported into the nucleus, particularly in the disease state [51], where it binds histone proteins and cooperates with numerous transcriptional regulators including CBP, P300, PCAF, TBP, HDAC3, HDAC6 and NCoR [16–20] to control transcription of target genes. Second, through its deubiquitinase (DUB) activity ATXN3 can regulate transcription factors and repressors by directly altering ubiquitin chains attached to such proteins, thereby affecting their behavior or degradation [8]. Third, polyglutamine expansion may directly affect functional properties of ATXN3 and its normal protein interactions, which could alter gene expression in numerous ways. A direct interaction of ATXN3 with HDAC3 and NCoR has previously been established in SCA3 cell lines and human brain extracts yet with only normal (i.e. not expanded) ATXN3 being associated with increased deacetylase activity and repression of gene expression [17]. Our study also supports a role for ATXN3 in regulating histone deacetylase expression: in the absence of ATXN3 in MEFs, we found significant decreased expression of two HDACs, HDAC3 and NCoR, that led to hyperacetylated histone states.

A limitation to our study is that we did not profile how mutant ATXN3 affects histone deacetylase expression levels and therefore cannot be certain that the transcriptional dysfunction seen in *Atxn3*-KO cells also occurs in mutant ATXN3-expressing cells. Due to the robust increase in *Efna3* expression in *Atxn3*-KO cells as a direct result of hyperacetylation to the *Efna3* promotor region, one interesting future direction will be to assess the acetylation state of *Efna3* expression in disease models, specifically in the context of different *Efna3* promotor regions. Our data in Fig 2 shows significantly greater *Efna3* reporter induction in *Atxn3*-KO cells for the -569 and -279 constructs, but not for the -1329 construct, that may reflect global histone changes repressed by the upstream Efna3 promoter between -1329 to -569 region in this overexpression system. Further investigation into the regulatory elements of the *Efna3* promoter will be required for a full understanding of *Efna3’s* potential role in SCA3 disease. Importantly, our study also shows increased expression of Ephrin-A3 at both the RNA and protein level in the brainstem of *Atxn3*-KO mice, supporting the view that the absence of ATXN3 leads to dysregulation of this signaling pathway in a disease-relevant brain region and suggesting that Ephrin-A3 is a compelling candidate for further study in SCA3 disease model systems. Other altered signaling pathways highlighted by our study represent additional candidates for study in disease-relevant brain regions to clarify the potential role of partial loss of disease protein function in SCA3. In addition, a thorough temporal assessment of gene changes in *Atxn3*-null tissues may shed light on the normal functions of ATXN3 during development and aging and the potential implications of ATXN3 loss of function over time.

Finally, this study does not investigate the contribution of AXTN3’s DUB activity to regulating gene expression. For example, ATXN3 has been shown to modulate transcription factor and repressor degradation by directly altering ubiquitin chains attached to such proteins [5, 20]. ATXN3 also directly regulates the ubiquitination state of HDAC3 to modulate IFN-I antiviral activity during viral infection [52]. Future studies employing catalytically inactive ATXN3 will be needed to determine whether the transcriptional changes observed in our study reflect loss of DUB activity rather than loss of other, less well-established functions of the protein.

## Supporting information

S1 Table List of primer sequences used for real-time PCR in Fig 1. (PDF) Click here for additional data file.

S2 Table Comparison of microarray and real-time PCR (RT-PCR) fold change of differentially regulated components of signaling pathways. 22 of the 25 differentially expressed microarray genes were confirmed to have significant changes in *Atxn3*-KO MEFs relative to WT MEFs by RT-PCR (red shading = upregulated; green shading = downregulated). n.s. = not significant; * *p*<0.05, ** *p*<0.01, *** *p*<0.001, **** *p*<0.0001.
(PDF) Click here for additional data file.

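The microarray column of S2 Table was set beside the deposited values. Of its 25 genes, 23 are named in the annotation used here, with the row labelled Efn3 taken as Efna3. The probe set with the highest mean level had the sign of the paper's value for 22 genes, and 20 were past an adjusted p of 0.05 from limma. At least 1 probe set passed the paper's thresholds for 21 genes. With Efna3 left out, the probe set nearest to the paper's value differed from it by a median of 0.014 on the log2 scale and by at most 0.043; on the linear fold scale the median difference was 1.26. The column is headed fold change, and 18 of the 23 genes have a value below 2 in size there. Taking the nearest of several probe sets makes the difference smaller than a probe set fixed beforehand would.

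**Figure D3:**
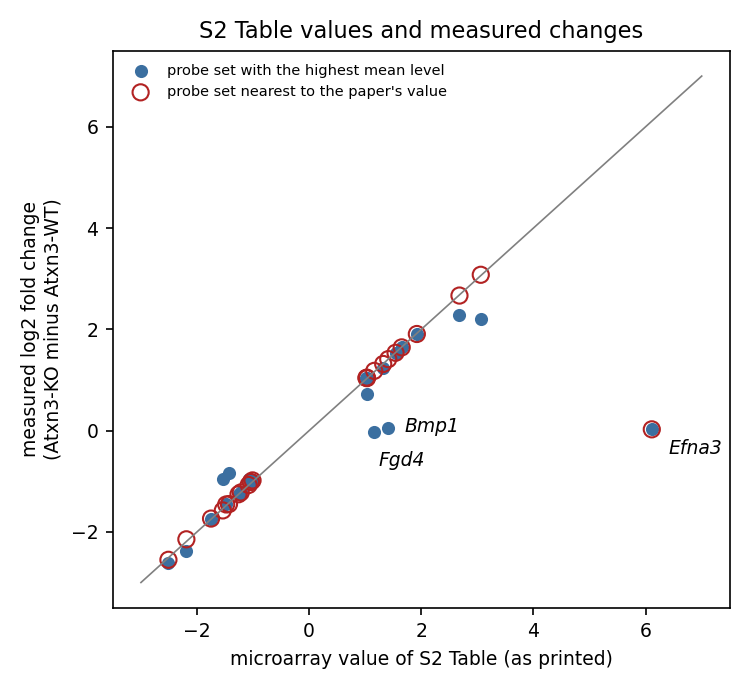
Microarray values of S2 Table as printed (horizontal axis) and log2 fold changes measured here (vertical axis) for 23 genes. Filled points are the probe set with the highest mean level, open circles the probe set nearest to the paper's value, and the grey line marks equal values; Efna3 lies far below the line.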

S3 Table List of primers sequences used for Efna3 gene promoter PCR amplicons locations (1–5) as analyzed by ChIP assay. (PDF) Click here for additional data file.

# Supplementary material for: Loss of the Spinocerebellar Ataxia type 3 disease protein ATXN3 alters transcription of multiple signal transduction pathways
**Source:** PLoS One. 2018 Sep 19;13(9):e0204438. doi: 10.1371/journal.pone.0204438
**Supplement:** S1 Table

| Gene       | Forward               | Reverse                |
|------------|-----------------------|------------------------|
| sfrp1      | CAGCTTTTGAAGTGGCCACC  | CAAAGTGAGGCTGTTGGCAC   |
| Apcdd1     | AGCCTCCCTCCTCAATGTCT  | CTCGGGTGTCTTGCTCCATT   |
| wnt10a     | CGAGAGCCTCACAGAGACATC | GTGGCATTTCACATTACGCC   |
| wnt5a      | AAAGGGAACGAATCCACGCT  | CAGCACGTCTTGAGGCTACA   |
| wnt5b      | GGGAGAGACAGTGTGGAAGTC | AACATCTTCCAAAGCGGAGC   |
| wnt6       | TCTGGGCCATCTACAGGACT  | GGCTGGTGTAACCCCAAGT    |
| dkk3       | GACACTCAGCACAAACTGCG  | CTCCGTGCTGGTCTCATTGT   |
| lrp11      | GCGCCAGAGAGTCAGATCAA  | GAGTCGGCATGTCACCATGA   |
| Cdh13      | GACCTTCACCCCAACACAG   | GGTTGTAGTTTGCCTTGTTGAG |
| bmp1       | GAAGTGGAGTCTGCTTCCC   | CCCCAAGGAGGAATGGTCAC   |
| csf2ra     | CAGTGCATTGCGAACGACTT  | GAAGAGTTACAGGACGCGGT   |
| hck        | TTGCTGACTTTGGACTGGCA  | CCATGCTCTAGTGCCCAAT    |
| lyn        | GCTCCAGAGGCCATCAACTT  | ATCTGCGTTGGTTCTCCCTG   |
| lefty1     | CTCAGATGGGGCGCTCATAC  | ACACACAGGGATTGCCATT    |
| Dcn        | CACAGAAGCGGTAACGAGCA  | GTCCAGCCCAAGAGACTTGT   |
| Ltbp4(a,b) | TTCAGTGCGTCTGTGACCAA  | GGAACACAGCGTCCAGTCAT   |
| Grem1      | GACAGAATGAATCGCACCGC  | TGGCTCCTTGGGAACCTTTC   |
| bmp4       | CGGAAGCTAGGTGAGTTCGG  | AGAATCCCATCAGGGACGGA   |
| Efna3      | ACTTGAAGATGACCCAGAAGC | CCCAGAGAACAAATCCCGTAAC |
| Fgd4       | CAGCGAGAGCGACCATAACT  | CACAAGTATTGATGCCTGCGG  |
| Arhgdib    | GGAGCCTGGAATAGAGCAAT  | GACTCTCGTCATCCTTGCCA   |
| chn1       | AGCATCTGGAGGGCTTTCCT  | ACCGGTCAATGGTGCTATGA   |
| chn2       | ATGTGCTCTCAGGAAGTGTGG | CCTTTGAGCCCCACCTTGAC   |
| IL7        | ATTATGGGTGGTGAGAGCCG  | ATGTGACAGGCAGCAGAACA   |
| IL1rn      | CCTGGGTGCTCCTTTATACAC | CATCTTGAGGGTCTTTTCC    |
| IL6        | CGGCCTTCCTACTTCACAA   | TCTGCAAGTGCATCATCGTT   |

**S1 Table. List of primer sequences used for Real-Time PCR in Fig 1.**

# Supplementary material for: Loss of the Spinocerebellar Ataxia type 3 disease protein ATXN3 alters transcription of multiple signal transduction pathways
**Source:** PLoS One. 2018 Sep 19;13(9):e0204438. doi: 10.1371/journal.pone.0204438
**Supplement:** S2 Table — 22 of the 25 differentially expressed microarray genes were confirmed to have significant changes in Atxn3-KO MEFs relative to WT MEFs by RT-PCR (red shading = upregulated; green shading = downregulated). n.s. = not significant; * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001.

| Gene       | Microarray KO/WT<br>(Fold change) | RT-PCR KO/WT<br>(Fold change) | Significance<br>(RT-PCR) |
|------------|-----------------------------------|-------------------------------|--------------------------|
| Sfrp1      | 2.68                              | 2.75                          | *                        |
| Apcdd1     | 1.32                              | -1.12                         | n.s.                     |
| Wnt10a     | -1.01                             | -4.15                         | *                        |
| Wnt5a      | -1.08                             | -2.33                         | *                        |
| Wnt5b      | -1.43                             | -1.12                         | n.s.                     |
| Wnt6       | -1.54                             | #DIV/0!                       | **                       |
| Dkk3       | -2.19                             | -4.00                         | *                        |
| Lrp11      | -1.48                             | -1.79                         | *                        |
| Cdh13      | -2.51                             | -170.34                       | ***                      |
| Bmp1       | 1.41                              | 1.08                          | n.s.                     |
| Csf2ra     | 1.65                              | 5.78                          | **                       |
| Hck        | 1.92                              | 3.99                          | *                        |
| Lyn        | -1.4                              | -3.31                         | *                        |
| Lefty1     | -1.75                             | -3.60                         | **                       |
| Dcn        | 1.92                              | 4.48                          | *                        |
| Ltbp4(a,b) | -1.04                             | -2.67                         | **                       |
| Grem1      | 1.54                              | 2.05                          | *                        |
| Bmp4       | -1.22                             | -2.36                         | *                        |
| Efn3       | 6.11                              | #DIV/0!                       | ***                      |
| Fgd4       | 1.16                              | 2.07                          | ****                     |
| Arhgdib    | -1.26                             | -2.05                         | **                       |
| Chn2       | 1.03                              | 2.47                          | *                        |
| IL7        | 1.02                              | 1.69                          | *                        |
| IL1rn      | 3.06                              | 14.44                         | **                       |
| IL6        | 1.03                              | 3.40                          | **                       |

**S2 Table. Comparison of microarray and real-time PCR (RT-PCR) fold change of differentially regulated components of signaling pathways.** 22 of the 25 differentially expressed microarray genes were confirmed to have significant changes in *Atxn3*-KO MEFs relative to WT MEFs by RT-PCR (red shading=upregulated; green shading=downregulated). n.s.=not significant; \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\*  $p<0.001$ , \*\*\*\*  $p<0.0001$ .

# Supplementary material for: Loss of the Spinocerebellar Ataxia type 3 disease protein ATXN3 alters transcription of multiple signal transduction pathways
**Source:** PLoS One. 2018 Sep 19;13(9):e0204438. doi: 10.1371/journal.pone.0204438
**Supplement:** S3 Table

| No | Forward                           | Reverse                           |
|----|-----------------------------------|-----------------------------------|
| 1  | AGC ACA TCT TCT GGC TTT CCT AC    | GTC AAG TTT GAC ACT GGA GAT AAG G |
| 2  | GAG CGG AGC ATG GTA ACT TC        | CTG GCT TAC CTT CGT TGG AA        |
| 3  | CTA AGA GGA CTG TGA ACA CAC AGA A | GAA GGC AGC TAT TTG TTT GCT ATA C |
| 4  | CGT TAA CGT TGT CAA CCT AAT TTT C | TTC AGC CAT GTA ATT TAT CCA ATT T |
| 5  | GAG TTA ATC TCC GAG TCT CAC AAA A | CCA TAG CTT CAG ACT ACC ACT CAT T |

**S3 Table. List of primers sequences used for Efna3 gene promoter PCR amplicons locations (1-5) as analyzed by ChIP assay.**

How the deposited data were processed for this re-analysis (not part of the article)

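Expression was measured on 6 Affymetrix Mouse Genome 430 2.0 arrays, from 3 Atxn3-WT and 3 Atxn3-KO MEF samples, grouped by the sample labels. The authors deposited log2 values that their methods describe as normalized by RMA, which corrects background, quantile-normalizes the arrays and summarizes the probes of each probe set. The methods and the submitters' processing notes name RMA and limma, with no versions. RMA makes the distributions of the arrays alike, so a shift common to all genes would be removed by it. Scanned intensities were not analysed here, and the weights of the authors' linear model are not named in the paper's text.

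From the deposited log2 values, limma 3.58.1 in R 4.3.3 fitted 1 coefficient, Atxn3-KO minus Atxn3-WT, with equal array weights, lmFit and eBayes. P-values were adjusted by Benjamini-Hochberg over 45037 probe sets, with 64 control probe sets left out and no filter on low values. The thresholds were those of the paper, an adjusted p of at most 0.001 and a change of at least 2-fold, and, for gene lists, an adjusted p under 0.05. Gene symbols came from the platform annotation. Of the probe sets that name 1 gene, 34741 matched a gene of the RefSeq table of GRCm38.p6, and 0 changed symbol. Probe sets naming several genes or none were left out of gene counts. The results of 1 gene list and of some single genes are not reported here.

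For 57 gene lists the members past the threshold were counted, and lists with at least 3 measured genes were tested with camera at a preset correlation of 0.01. Camera tests a shift in a common direction, so it cannot decide whether a list that moves both ways changed. Genes named in the text were fixed by rule: Atxn3, every gene the paper names, the 12 genes with the highest and the 12 with the lowest log2 fold change past the thresholds with separate groups, and up to 4 members per list with the largest change (up to 2 with the highest level where none passed). The paper's values and colours had been seen when the rule and the lists were written. The design, lists and alternatives were fixed before the data were examined, apart from those named as chosen later.

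The fit was tested on simulated data for this comparison, with 200 of 45037 probe sets changed. Of 50 changed by 1 on the log2 scale, 40% passed the paper's thresholds, and of 50 changed by 1.5, 100% passed. A change of 1 equals the 2-fold threshold, so estimates fall on either side of it. At an adjusted p under 0.05 alone, 100% of the 50 changed by 1 passed. The simulation changed far fewer probe sets than the 11696 past 0.05 in the data, so it does not give the sensitivity there. Alternatives were array weights, a replicate block, further normalization, filters, other variance models, thresholds and probe set rules, and leaving out each array. The number of arrays limits the precision. Within a genotype, pairs of arrays correlated at 0.998 to 0.999, and no 2 arrays were copies of each other, with at most 0.386% of probe sets exactly equal in deposited value, with no rounding.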

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

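Each result here is a change in a gene or gene group that the paper's text does not discuss. For interferon, the paper's Discussion does cite earlier work in which ATXN3 modulates type I antiviral activity through the ubiquitination of HDAC3. Irf7 and Ccl5, named below, are coloured as higher in the paper's Fig 1B. All lists were written after those colours had been seen. Which groups counted as not discussed was settled after their results were seen, as were the matching by level for positional factors and the count of neighbours of Atxn3 by any probe set.

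Of 35 interferon-stimulated genes, 27 were higher and 2 were lower in Atxn3-KO MEFs at an adjusted p under 0.05 from limma (29 and 2 adjusted over the list alone), with adjusted p = 1.75e-10 from limma's camera test and adjusted p = 0.484 with an estimated correlation. Ifit3, an interferon-induced antiviral protein, had a log2 fold change of 1.64 (standard error 0.066), Usp18, which removes the ubiquitin-like protein ISG15, 1.44 (standard error 0.054), and Irf7, an interferon regulatory factor, 1.36 (standard error 0.071). Among 17 NF-κB target genes, 11 were higher and 1 was lower (11 and 1 adjusted over the list alone), with adjusted p = 6.72e-04 from limma's camera test and adjusted p = 0.484 with an estimated correlation. Lcn2, an iron-binding acute phase protein, had 1.51 (standard error 0.17) and Ccl5, a chemokine, 1.16 (standard error 0.051). Macrophages or other blood cells in the cultures could bring such transcripts. Macrophage markers, listed before the test, had a median log2 fold change of -0.032 over 20 genes, 0.24 at the highest. Their median log2 level was 4.79. These values argue against a larger share of macrophages in the Atxn3-KO cultures. Of 13 measured markers of mast cells and lymphocytes, 0 were higher and 0 were lower at an adjusted p under 0.05 from limma. Their median log2 fold change was 0.021. A response of the fibroblasts themselves, to the genotype or to culture conditions, stays open as untested.

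Of 20 genes of the unfolded protein response, 12 were lower and 2 were higher (14 and 3 adjusted over the list alone), with adjusted p = 0.00172 from limma's camera test and adjusted p = 0.484 with an estimated correlation. Trib3, a pseudokinase induced by stress of the endoplasmic reticulum, had a log2 fold change of -0.69 (standard error 0.048), and Atf3, a stress-induced transcription factor, -0.47 (standard error 0.045). Of 31 proteasome subunits, 9 were lower and 1 was higher (9 and 2 adjusted over the list alone), with adjusted p = 0.0141 from limma's camera test and adjusted p = 0.672 with an estimated correlation. Psmd6 and Psmb5 had -0.40 (standard error 0.042) and -0.33 (standard error 0.047). The camera value of the proteasome subunits was 0.0554 without Atxn3-KO replicate 1, and with 1 array left out at a time it lay between 0.00631 and 0.0554. Of 17 genes of cholesterol synthesis, 12 were lower and 1 was higher (13 and 1 adjusted over the list alone), with adjusted p = 1.42e-04 from limma's camera test and adjusted p = 0.484 with an estimated correlation; Dhcr7, the enzyme of the last step to cholesterol, had -0.52 (standard error 0.048). Of 19 p53 target genes, 11 were higher and 2 were lower (13 and 3 adjusted over the list alone), with adjusted p = 0.00876 from limma's camera test and adjusted p = 0.484 with an estimated correlation. Perp, a desmosome component, had 1.97 (standard error 0.11) and Eda2r, a death receptor, 0.94 (standard error 0.079), while Pmaip1, chosen after its value was seen, had -0.49 (standard error 0.046).

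Among the genes with the largest changes, these are outside those the paper names. Rpl39l had a log2 fold change of 6.29, Pcdh7 4.59, Ang 3.99, Rpgrip1 3.68, Mpped2 3.63, Cbr2 3.56, AW551984 3.45 and Saa3, an acute phase protein, 2.96. Rpl39l and Pcdh7 lay below the 25th percentile of every array in Atxn3-WT MEFs, so their fold changes are not exact. Lower in Atxn3-KO MEFs were Thy1 with -4.21, Gm6958 with -4.06, Galc with -3.94, Cadm1 with -3.41, Cdyl2 with -2.68 and Lpl with -2.59.

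The difference between the genotypes as a whole (590 probe sets past the paper's thresholds) was set against other explanations. With 3 arrays in each group there are 10 ways to split them, too few for a share under 0.05; 1 of them, the genotypes themselves, gave 590, and the highest of the others gave 0. A difference in sex is argued against by Xist, with a log2 fold change of 0.10, and by 3 Y-linked genes (another that was looked for was not analysed here), with a median of 0.019. Whether the cultures came from different body regions cannot be told: of 80 Hox genes and other positional transcription factors, 13 (16.2%) changed 2-fold at an adjusted p under 0.05, against 39 (2.54%) of 1538 genes of similar level (20 matched to each, counted once). The planned test of this share was not used, because the lists were written after the paper's changed genes had been seen. Genes that came with the knockout allele cannot be told apart from other changes: of the 200 measured genes nearest to Atxn3, 2.5% passed the paper's thresholds by the probe set with the highest mean level (5: Ltbp2, Galc, Ifi27l2a, Bcl11b and Rian, with Ifi27l2a chosen after its value was seen), against 1.92% of 17992 other genes (one-sided Fisher's exact test, p = 0.341). By any probe set of a gene it was 4% (8), against 2.16% (one-sided Fisher's exact test, p = 0.0717), and the strain background of the cultures was not analysed here. These shares do not weigh the size of the changes. Bcl11b (-4.77) and Galc (-3.94) ranked 1 and 4 by log2 fold change among the genes that fell past the paper's thresholds.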

How the results depend on the processing

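With 1 array left out at a time, 528 to 557 probe sets passed the paper's thresholds (325 to 351 higher and 195 to 217 lower, a share of 60.5 to 63.8% higher). They named 365 to 380 genes (235 to 252 higher and 120 to 137 lower), 8834 to 10011 probe sets passed an adjusted p of 0.05, list members past 0.05 numbered 448 to 471 and 9 to 12 lists passed camera. Requiring a 4-fold change left 109 probe sets (60 higher, 49 lower) and 71 genes (41 and 30), fewer by the threshold itself. Testing against a 2-fold change with limma's treat, at an adjusted p of at most 0.05, left 278 probe sets (165 and 113) and 181 genes (114 and 67). The test itself is stricter by construction, while its adjusted p cutoff is looser than the paper's 0.001, so both choices changed together. Counted over all lists, 528 members passed an adjusted p of 0.05 and 108 passed the paper's thresholds. Of the lists, 11 passed camera at the preset correlation, 0 with an estimated correlation and 42 passed fry, which does not compare a list with other genes. Under fry the secreted Wnt antagonists turned to higher (adjusted p = 0.00422). The matrix glycoprotein list had a camera adjusted p of 0.174 when dim probe sets were left out, and the collagens 0.0497 with the probe set of smallest p (ranges over the camera alternatives 0.0131 to 0.563 and 0.0497 to 0.675). Replicate numbers do not pair the arrays (correlations of deviations 0.021, -0.023 and -0.036). With the replicate number as a block, 504 probe sets, 344 genes and 9801 probe sets at 0.05 passed, and the chemokine list had a camera adjusted p of 0.056. Among named genes, 1906 values across the alternatives kept their direction and side of 0.05, 4 no longer passed, 4 newly passed and 8 changed sign. The sign changed for Efna3 (-0.0080 without Atxn3-KO replicate 1 in a range up to 0.060, -0.24 for the probe set with the smallest p, -0.11 for the mean of its probe sets), Fgd4 (0.0063 without Atxn3-WT replicate 3 in a range from -0.058, 1.18 and 0.38 for those probe set choices) and Tsc22d1 (-0.63 and -0.059 for them). These probe sets differ from one another, and beyond the constructions named the cause was not tested. Efna3 passed the paper's thresholds under no alternative, so it has no rank among the genes past them. Transcripts near background limit what the arrays show.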

Differences from the paper's values

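The paper's microarray values of S2 Table match the values here on the log2 scale, so both are given on that scale. For some genes the probe set with the smallest p, an alternative set before the data were examined, gave a value that no longer differed by more than the replicate SD. These were Sfrp1 with 2.68 in the paper and 2.28 here (2.67 under it), Wnt6 with -1.54 in the paper and -0.96 here (-1.58), Bmp1 with 1.41 in the paper and 0.059 here (1.41), Fgd4 with 1.16 in the paper and -0.034 here (1.18) and Chn2 with 1.03 in the paper and 0.72 here (1.04). The Chn2 value also came within the SD without Atxn3-KO replicate 1 (0.77) and without Atxn3-KO replicate 3 (0.80). All other alternatives run for these genes still differed. For Apcdd1 the paper's value was 1.32 and the value here 1.23; without Atxn3-KO replicate 1 (1.25) or replicate 2 (1.24) it no longer differed, and under the others it did. For Dkk3 the paper's value was -2.19 and the value here -2.38; the mean of its probe sets (-2.26) no longer differed, and the others did. The paper's values for Wnt5a (-1.08), Wnt5b (-1.43) and Il1rn (3.06) differed from those here (-0.95, -0.85 and 2.21) under every alternative run, although single probe sets of these genes had -1.07, -1.45 and 3.08. For Efna3, labelled Efn3 in S2 Table, the paper's value was 6.11 and the value here 0.024, and every alternative run differed.

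The paper names Efna3 as the gene with the largest transcriptional rise in Atxn3-KO MEFs and colours it as higher in Fig 1B. In the values here Efna3 had a log2 fold change of 0.024 (adjusted p = 0.779 from limma), and the highest values were those of Rpl39l with 6.29 and Epha3 with 6.11, whose order is not exact because the Rpl39l level in Atxn3-WT MEFs is near background. Of the 146 coloured genes of Fig 1B named here, 138 passed the thresholds in the direction of their colour. The others, besides Efna3, follow. Asb4 (1.14), Meox2 (-1.13), Icam1 (-1.06) and Tnfrsf9 (0.53) had the direction of their colour and a probe set past an adjusted p of 0.01 with a 2-fold change; all of these passed the paper's thresholds under eBayes with trend and robust fitting. Asb4 and Icam1 also passed when dim probe sets were left out, Meox2 and Icam1 with array weights or the mean of their probe sets, and Tnfrsf9 without Atxn3-WT replicate 3. Wnt10a (-0.98) and Wasf3 (0.29) had the direction of their colour and passed under none of the alternatives run, and Tsc22d1, coloured as lower, had 0.073 (adjusted p = 0.271) and passed under none.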

Other observations

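The tests of the S2 Table value given under Efna3 were chosen only after the result was seen.

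Hox genes, whose expression reflects position along the body axis, changed in both directions. Of 33, 12 were higher and 8 were lower in Atxn3-KO MEFs at an adjusted p under 0.05 from limma (13 and 10 adjusted over the list alone). Hoxc4 and Hoxc8 had log2 fold changes of 1.39 (standard error 0.051) and 1.15 (standard error 0.052), and Hoxb13 had -1.64 (standard error 0.052). Of 47 other positional transcription factors, 13 were higher and 18 were lower (15 and 18 adjusted over the list alone), with Foxd1 at -1.65 (standard error 0.062), Barx1 at -1.43 (standard error 0.11) and Meis2 at -1.36 (standard error 0.048). Of 25 imprinted genes, 6 were higher and 12 were lower (6 and 13 adjusted over the list alone). Peg3 had -1.53 (standard error 0.061), and the noncoding RNAs Rian and Meg3 had -1.27 (standard error 0.049) and -0.96 (standard error 0.093). By limma's camera test the adjusted p was 0.754 for Hox genes, 0.628 for other positional factors and 0.161 for imprinted genes. The median and mean log2 fold change differed in sign for Hox genes (-0.044 and 0.10) and for the other positional factors (0.0048 and -0.13).

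Of 14 fibroblast markers, 3 were higher and 7 were lower (3 and 8 adjusted over the list alone), with Thy1 the lowest, Ddr2, a collagen receptor, at -0.41 (standard error 0.046) and Postn, periostin, at 0.94 (standard error 0.043). Of 16 endothelial markers, 1 was higher and 3 were lower (1 and 3 adjusted over the list alone), with Flt1, a receptor for vascular endothelial growth factor, at -1.63 (standard error 0.042) and Ecscr at -1.83 (standard error 0.048). Of 26 heat shock proteins and chaperones, 6 were higher and 4 were lower (7 and 4 adjusted over the list alone); the small heat shock proteins Hspb8 and Hspb6 had 1.45 (standard error 0.048) and 1.00 (standard error 0.060). Of 18 histone deacetylases, 3 were higher and 2 were lower (4 and 3 adjusted over the list alone), with Hdac11 at 0.58 (standard error 0.050). The camera adjusted p was 0.125 for fibroblast markers, 0.278 for endothelial markers, 0.429 for heat shock proteins and 0.97 for histone deacetylases, whose median (-0.011) and mean (0.010) differed in sign.

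The probe set with the largest SD among the Atxn3-WT arrays, which names several genes, had log2 levels of 11.93, 12.54 and 8.69 on the Atxn3-WT arrays of replicates 1, 2 and 3 and 8.97, 8.34 and 8.46 on the Atxn3-KO arrays. Alas2, an enzyme of heme synthesis in red cell precursors, had 4.97, 4.98 and 4.37 on the Atxn3-WT arrays and 4.44, 4.53 and 4.44 on the Atxn3-KO arrays. Both were chosen after their values were seen.

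S2 Table labels its row Efn3, taken here as Efna3. The value there lies 6.09 on the log2 scale from the nearest Efna3 probe set. The paper calls Efna3 ephrin-A3 in places and Eph receptor A3, the name of Epha3, in others. A candidate explanation is that the value belongs to Epha3. Of all probe sets, the nearest to the paper's value was one of Epha3, at a distance of 0.00429, and the second nearest, also of Epha3, lay at 0.146. That Efna3 lies too near background to show a rise is argued against by its level of 8.41, above 71.1% of all probe sets. Which transcript the paper's PCR primers amplify and which protein its antibody detects were not analysed here.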
